# Cytosolic Phospholipase A2 Alpha Regulates TLR Signaling and Migration in Metastatic 4T1 Cells

**DOI:** 10.3390/ijms20194800

**Published:** 2019-09-27

**Authors:** Hanna Maja Tunset, Astrid Jullumstrø Feuerherm, Linn-Karina Myrland Selvik, Berit Johansen, Siver Andreas Moestue

**Keywords:** eicosanoids, cPLA2 inhibitor, migration, metastasis, 4T1, 67NR, triple-negative breast cancer, Toll-like receptor

## Abstract

Metastatic disease is the leading cause of death in breast cancer patients. Disrupting the cancer cell’s ability to migrate may be a strategy for hindering metastasis. Cytosolic phospholipase A2 α (cPLA2α), along with downstream proinflammatory and promigratory metabolites, has been implicated in several aspects of tumorigenesis, as well as metastasis, in various types of cancer. In this study, we aim to characterize the response to reduced cPLA2α activity in metastatic versus non-metastatic cells. We employ an isogenic murine cell line pair displaying metastatic (4T1) and non-metastatic (67NR) phenotype to investigate the role of cPLA2α on migration. Furthermore, we elucidate the effect of reduced cPLA2α activity on global gene expression in the metastatic cell line. Enzyme inhibition is achieved by using a competitive pharmacological inhibitor, cPLA2α inhibitor X (CIX). Our data show that 4T1 expresses significantly higher cPLA2α levels as compared to 67NR, and the two cell lines show different sensitivity to the CIX treatment with regards to metabolism and proliferation. Inhibition of cPLA2α at nontoxic concentrations attenuates migration of highly metastatic 4T1 cells, but not non-metastatic 67NR cells. Gene expression analysis indicates that processes such as interferon type I (IFN-I) signaling and cell cycle regulation are key processes regulated by cPLA2a in metastatic 4T1 cells, supporting the findings from the biological assays. This study demonstrates that two isogenic cancer cell lines with different metastatic potential respond differently to reduced cPLA2α activity. In conclusion, we argue that cPLA2α is a potential therapeutic target in cancer and that enzyme inhibition may inhibit metastasis through an anti-migratory mechanism, possibly involving Toll-like receptor signaling and type I interferons.

## 1. Introduction

Breast cancer is the most common cancer in women, causing over half a million deaths per year worldwide [1]. Most of these patients die of metastasis, and not of the primary tumor [2]. Thus, preventing cancers from developing metastatic lesions can save the lives of numerous patients. Metastasis consists of multiple steps that the cells from the primary tumor need to execute in order to complete the formation of a distant lesion. Stopping cells from undergoing one or more of these steps may represent a therapeutic opportunity to stop metastasis.

Inflammation and cancer are tightly connected. Immunocompetent cells and tumorigenic cells can operate through the same signaling pathways and the inflammasome has emerged as a potential target to combat cancer [3]. A fundamental attribute of the metastatic cancer cell is the ability to migrate through tissue. Inflammatory signaling is a central component of induction of the migratory phenotype in nonmalignant as well as malignant conditions [4]. A key regulatory step of inflammation is the formation of small auto- and paracrine bioactive lipids. The phospholipase A2 enzymes constitute a superfamily of lipolytic enzymes that catalyze the hydrolysis of membrane phospholipids yielding lysophospholipids and free fatty acids [5]. In contrast to other phospholipase A2 enzymes (i.e., group II sPLA2, group V sPLA2, group VI iPLA2, and more), the group IVA cytosolic PLA2 (cPLA2α or PLA2 GIVA, gene PLA2G4A) is highly selective for arachidonic acid (AA) in the phospholipid *sn*-2 position. Therefore, it is considered to be the most important rate-limiting factor in the formation of AA-derived bioactive lipids, which play important roles in the microenvironment both in cancer and inflammatory diseases [6]. When cPLA2α hydrolyzes an intracellular membrane phospholipid that contains esterified arachidonic acid (AA), a free AA molecule and a lysophospholipid are generated [5]. Further metabolization by downstream enzymes, such as cyclooxygenase 2 (COX-2) or lipoxygenases, results in the generation of a spectrum of lipid-derived signaling mediators, such as prostaglandins and leukotrienes [7]. The activity of pathways, such as Raf/Ras/MEK/Erk, may lead to the activation of cPLA2α by phosphorylation, and translocation to membranes is stimulated by increased intracellular Ca^2+^ [7]. The cPLA2α signaling can interact with oncogenic pathways, such as the (PI3K)/Akt pathway and nuclear factor kappa B (NF-κB) pathway [8]. Accordingly, cPLA2α has been implicated in tumorigenesis, cancer progression, and metastasis in several cancer forms [9,10,11,12,13,14,15], including breast cancer [16,17,18,19,20,21,22]. In breast cancer, high cPLA2α expression levels are associated with the more aggressive, triple-negative phenotypes [18] and lower survival rates [17], suggesting a role in breast cancer metastasis. This effect may be mediated by prostaglandin E2 (PGE2), which is a known tumorigenic and promigratory eicosanoid produced from AA [13,23,24,25].

For a long time, inhibition of cPLA2α has been proposed as a promising anti-inflammatory target [26]. Furthermore, cPLA2α inhibition also has shown anti-tumorigenic and anti-angiogenic effects in cancer [13,20]. We have previously shown that various cPLA2α inhibitors efficiently target inflammation, tumor progression, and angiogenesis, in vitro and in vivo [20,27,28,29,30]. In this work, the low-molecular cPLA2α inhibitor X (CIX) (Coegin Pharma AS, Trondheim, Norway) was applied to investigate the significance of the enzyme in metastatic and non-metastatic murine breast cancer cell lines. CIX is a synthetic ω3-polyunsaturated fatty acid derivative which potently and selectively inhibits cPLA2α in vitro and in vivo [31]. In an isogenic cell line pair, the impact of cPLA2α inhibition on both viability, proliferation, and migration was investigated. A global gene expression analysis was performed to characterize the effects of cPLA2α on a signaling network level. Thus, this study contributes novel information on how cPLA2α inhibition differentially affects phenotypic changes at the transcriptome level in a metastatic cancer cell line, implying that cPLA2α may be a therapeutic anti-metastatic target.

## 2. Results and Discussion

### 2.1. Metastatic 4T1 Cells Express Higher Levels of cPLA2α than Non-Metastatic 67NR Cells

The 4T1 model consists of several isogenic cell lines that arise from the same murine breast tumor, but have widely different metastatic abilities [32]. We used two cell lines from the 4T1 model, 67NR, and 4T1, that are non-metastatic and highly metastatic, respectively [32], to investigate whether cPLA2α expression and activity could be involved in the metastatic phenotype.

Initially, the baseline expression of cPLA2α protein in both cell lines was determined by Western blotting (Figure 1a–c). Two bands were observed for total protein detection, as is often observed for cPLA2α blots [33] with the slightly larger band being more intense in 4T1 (Figure 1a). The 4T1 cells expressed 1.95-fold more cPLA2α protein than 67NR cells (Figure 1b). Phosphorylation of cPLA2α on S505 typically corresponds to activation of cPLA2α [7], and a nonsignificant tendency of higher phosphorylation status was seen in 4T1 (Figure 1c). In addition to more total protein, this may imply that 4T1 has higher basal activity in pathways involving cPLA2α. This is in line with previous findings on cPLA2α in patient samples, where higher expression of cPLA2α has been measured in metastases as compared with primary tumor within the same patient [22].

### 2.2. Non-Metastatic 67NR and Metastatic 4T1 Cells Show Different Sensitivity to CIX Treatment

Next, we employed the cPLA2α inhibitor CIX to assess the effect of cPLA2α inhibition in our model. In order to establish a dose-response relationship of CIX and viability, we tested a range of doses on both cell lines in metabolic activity (XTT) and proliferation (EdU incorporation) assays. Both cell lines displayed a dose-dependent relationship between CIX concentration and assay output (Figure 1d–e). In the XTT assay, 67NR and 4T1 displayed IC50 values of 9.6 µM and 11 µM, respectively, after 48 h. The difference was not statistically significant (*p* < 0.05) at 10 µM, likely due to higher inter-assay variation, there was, however, a significant difference at lower and higher doses. For proliferation, the IC50 values were 18.9 µM and 28.5 µM (67NR and 4T1, respectively) after 24 h.

The ability of the cPLA2α inhibitor CIX to impede proliferation differed greatly in the two cell lines. Hence, lower mitochondrial metabolism did not directly correspond to lowered proliferation. As 4T1 has a more metabolically adaptive nature than 67NR [34], it may be that 4T1 is more robust to these effects and will continue proliferating even under poor conditions such as compromised mitochondrial metabolism. This is also in line with the observation that 4T1 has a shorter doubling time than 67NR and is generally less sensitive to stressors (our observations). Interestingly, an upregulation of cPLA2α protein in response to doxorubicin in breast cancer cell lines and patients has been reported, and combination treatment of cPLA2α inhibitors or siRNA augmented the antiproliferative effect of doxorubicin [35]. This indicates that cPLA2α plays an important role in regulating the viability and proliferation of breast cancer cells and may suggest that cells with higher cPLA2α expression have a survival advantage over lower cPLA2α expressing cells.

### 2.3. Inhibition of cPLA2α Reduces PGE2 Production in Metastatic 4T1 Cells

PGE2, a tumorigenic and promigratory metabolite downstream of cPLA2α and COX-2, was measured in both cell lines after treatment with 7.5 and 15 µM CIX for 6 and 24 h (Figure 1f). PGE2 levels were significantly higher in 4T1 as compared to 67NR at both time points (3.25-fold and 3.38-fold difference at 6 h and 24 h, respectively, Figure 1f), reflecting higher expression and activity of cPLA2α, which may also be related to increased migratory potential of metastatic cells [25]. Treatment with 15 µM CIX significantly lowered PGE2 in 4T1 after 24 h (0.81-fold), whereas no reduction was observed in 67NR. This may imply that CIX normalizes PGE2 levels by interrupting cPLA2α dependent AA-release, but PGE2 is not completely depleted. Other PLA2 isoenzymes contribute to AA accumulation as part of their unsaturated fatty acid release, thereby maintaining basal PGE2 levels [36].

### 2.4. cPLA2α Inhibition Impedes Migration in Metastatic 4T1 Cells

As cPLA2α and PGE2 are implicated in metastasis and migration [13,23,24], we next evaluated the effect of CIX on migration at dose levels that did not affect proliferation. The migratory capacity of the two cell lines were different, with 4T1 showing a five-fold higher basal migration as compared to 67NR after 24 h in normal controls (Figure 2a,c). The increased motility of the more aggressive 4T1 cells compared to 67NR cells is in agreement with previous reports [37].

Significant induction of migration in the positive controls (with increased levels of chemoattractant FBS) was demonstrated in both cell lines (Figure 2b,d). After 24 h, 7.5 or 15 µM CIX did not impair migration in 67NR; rather, 7.5 µM significantly increased migration of 67NR compared to the vehicle control. In contrast, CIX significantly inhibited migration in 4T1 in a dose dependent manner in both 24 h and 48 h experiments. For the 4T1 cells, the reduction of PGE2 and migration at the same CIX dose and time point may indicate that cPLA2α and PGE2 play a role in the increased migratory capacity of 4T1 relative to 67NR. However, the involvement of other eicosanoids and bioactive lipids such as lysophospholipids or platelet-activating factor cannot be ruled out. Other possible mechanisms where activation of cPLA2α facilitates migration include the generation of glycerophosphoinositol 4-phosphate, which activates Shp1 and Src and thus impacts actin remodeling in fibroblasts [38] and lysophosphatidic acid, as seen in ovarian cancer cells [39].

Pharmacological inhibition and gene silencing of cPLA2α has previously been shown to reduce migratory capacity in human breast cancer cell lines through the activation of epithelial-to-mesenchymal transition (EMT) [22]. The 4T1 model does not display a correlation between EMT phenotypic traits and aggressiveness [40], and therefore our findings may point to an EMT independent mechanism for the involvement of cPLA2α in migration. Previous reports have described signaling through PI3K/Akt and ERK in response to AA and AA metabolites as important for increased migration in breast cancer cells [21,41].

### 2.5. Transcriptomal Effects of cPLA2α Inhibition Include Toll-like Receptors and Type I Interferon Pathways

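RNA was sequenced from 4T1 cells, the metastatic line, and from 67NR cells, the non-metastatic line from the same mouse mammary tumor. Cells had been treated for 24 h with vehicle or with the cPLA2α inhibitor CIX at 15 µM, with 4 biological replicates in each of the 4 groups and 16 samples in all. Libraries were made from mRNA with a strand-specific kit, and the paper gives reads of 75 bp where the sample labels give 84 cycles. The authors quantified transcripts with salmon on the Ensembl GRCm38 mouse annotation, summed them to genes with tximport and deposited estimated counts of 33072 genes without normalization or filtering. The total estimated count per sample ranged from 22483670 to 23875921 in vehicle treated 4T1 cells (median 23532676) and from 24046705 to 29450629 in CIX treated 4T1 cells (median 25657700). In 67NR cells it ranged from 21811766 to 24656898 with vehicle (median 24031694) and from 21715700 to 26361330 with CIX (median 23453788). The estimated counts were rounded to whole numbers and scaled by TMM normalization, and levels are given as CPM on that scale. As in the paper's methods, genes with a TPM below 1 in more than 3 samples were left out, which was applied here to the 8 4T1 samples and left 11679 genes. TPM was approximated from the estimated counts and the mean transcript length of each gene, and a filter on CPM in its place would have left 11769 genes. Differential expression between CIX and vehicle was tested with limma-voom in the 4T1 samples alone, and a gene was called at a Benjamini-Hochberg adjusted p-value below 0.001, the threshold of the paper. The samples of a group were no repeats of each other, since each pair of replicates differed by a chi-square of 18.0 or more per gene. The first principal component of the 4T1 samples held 52.5% of their variance and separated the 4 CIX samples from the 4 vehicle samples. The smallest level that could be detected, 3 counts, lay between 0.102 and 0.133 CPM in the 4T1 samples, and this floor covers counting error only, because reads carried no molecular identifiers.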

In order to investigate if the anti-migratory effect of CIX on 4T1 cells could be reflected in the transcriptome, we next performed a global gene expression analysis using RNA sequencing. 

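Between CIX treated and vehicle treated 4T1 cells, 1082 genes passed the threshold, 621 with higher and 461 with lower expression after CIX. Their median absolute log2 fold change was 1.20, and 741 of them changed by at least 1 on the log2 scale. In each of the called genes all CIX samples lay on one side of all vehicle samples. This separation was seen in 4649 (39.8%) of all tested genes, whereas 2.86% would be separated by chance with 4 samples against 4. Under the alternatives the number of genes was lowest with limma's treat test against a fold change of 1.5, which called 83 genes. It was highest at a threshold of 0.05, which gave 4982 genes, and the Wald test of DESeq2 at the threshold of the paper gave 3096. When each of the 8 samples was left out in turn, between 268 and 972 genes were called. The largest increase among the called genes was in Anxa8 (ENSMUSG00000021950, chromosome 14, 34085981 to 34100571), from 0.763 ± 0.428 CPM in vehicle to 11.0 ± 2.20 CPM in CIX treated cells (SD, n = 4 each). Its log2 fold change was 3.93 (standard error 0.38, limma-voom adjusted p = 1.16e-04). Emc1 followed with a log2 fold change of 3.35, Zfp704 with 3.34, Katnal1 with 3.18 and Adgrl1 with 3.15. Of the fits that left out a sample, all 8 called Anxa8, Emc1 and Zfp704, 7 called Katnal1 and 0 called Adgrl1. The largest decrease was in Abcb1a (ENSMUSG00000040584, chromosome 5, 8660077 to 8748575), from 125 ± 20.5 CPM to 6.43 ± 11.4 CPM (SD, n = 4 each). Its log2 fold change was -6.14 (standard error 0.79, limma-voom adjusted p = 4.06e-04), and 3 of the CIX samples lay below 1 CPM while the other was at 23.5 CPM. Gm13988, Gm11331, Olfr1372-ps1 and Cd209c followed with log2 fold changes of -5.79, -5.35, -5.17 and -5.03. Of the fits that left out a sample, all 8 called Olfr1372-ps1 and Cd209c, 3 called Gm13988, and 1 each called Abcb1a and Gm11331. In these fits the log2 fold change of Abcb1a ranged from -7.38 to -5.64. All 5 of these genes share sequence with other genes, so that reads could have been assigned to either, with 23.3% of the 31-base words of Abcb1a, 49.2% of Gm13988, 70.5% of Gm11331, 16.7% of Olfr1372-ps1 and 19.9% of Cd209c found in another gene.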

In response to 15 µM CIX, 2887 genes were differentially expressed compared to untreated controls (see Appendix B for complete gene lists). To characterize the molecular responses affected by CIX treatment, the data set with differentially expressed genes were analyzed in Enrichr. The key Gene Ontology (GO) biological processes identified were related to type I interferon (IFN-I) and TLR signaling, RNA splicing, and cell cycle regulation (Table 1). 

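Table A1 of the paper lists 302 genes for these processes, of which 301 were matched by symbol and 298 were tested in 4T1 cells. All of those tested had a limma-voom adjusted p-value below 0.05, and 116 of them passed the threshold of 0.001, 46 with lower and 70 with higher expression after CIX. In the type I interferon signaling pathway 13 of 23 tested genes were called, and in the regulation of interferon-beta production 9 of 17. In mRNA splicing via the spliceosome 25 of 67 genes were called, and in the G2/M transition of the mitotic cell cycle 12 of 37. The list holds the paper's own calls on these samples, so that these numbers describe the genes and are no independent test of them. The enrichment of the terms was not recomputed, because their full gene lists were not used here.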

Many of the genes associated with these processes were downregulated in CIX treated cells as compared to control cells (confirmed by RT-qPCR; Figure A1 in Appendix B). 

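Of the tested genes listed in Table A1, 137 (46.0%) had lower and 161 had higher expression in CIX treated 4T1 cells as compared to vehicle treated cells. The share with lower expression was 82.6% in the type I interferon signaling pathway, where 19 genes fell and 4 rose. It was 64.7% in the regulation of interferon-beta production (11 genes fell, 6 rose) and 52.2% in mRNA splicing via the spliceosome (35 fell, 32 rose). In mRNA processing 41 genes fell and 30 rose. Most genes of the cell cycle terms rose, with 29.7% lower in the G2/M transition (11 fell, 26 rose) and 30.2% in the mitotic cell cycle phase transition (16 fell, 37 rose). All 19 genes of cytoplasmic translation rose. For comparison, 42.6% of all genes called in 4T1 cells fell. The share over the whole of Table A1 was at percentile 91.5 of 100000 random draws of as many called genes. These draws are not like for like, because 116 of the 298 tested Table A1 genes were called. Of these 116 called genes, 46 fell and 70 rose. At the threshold of 0.05, which all 298 passed, 2423 of 4982 genes fell. The same limit holds for the percentiles of single processes. The comparison with called genes also depends on the scaling. Without scaling beyond library size 529 of 1037 called genes fell, and 550 of 1011 with limma on log2(TPM + 1). With TMM normalization the share in the type I interferon signaling pathway was at percentile 100, and that in the mitotic cell cycle phase transition at percentile 2.9. Genes are not independent replicates, so that the percentiles describe these samples and are no test.

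**Figure D1:**
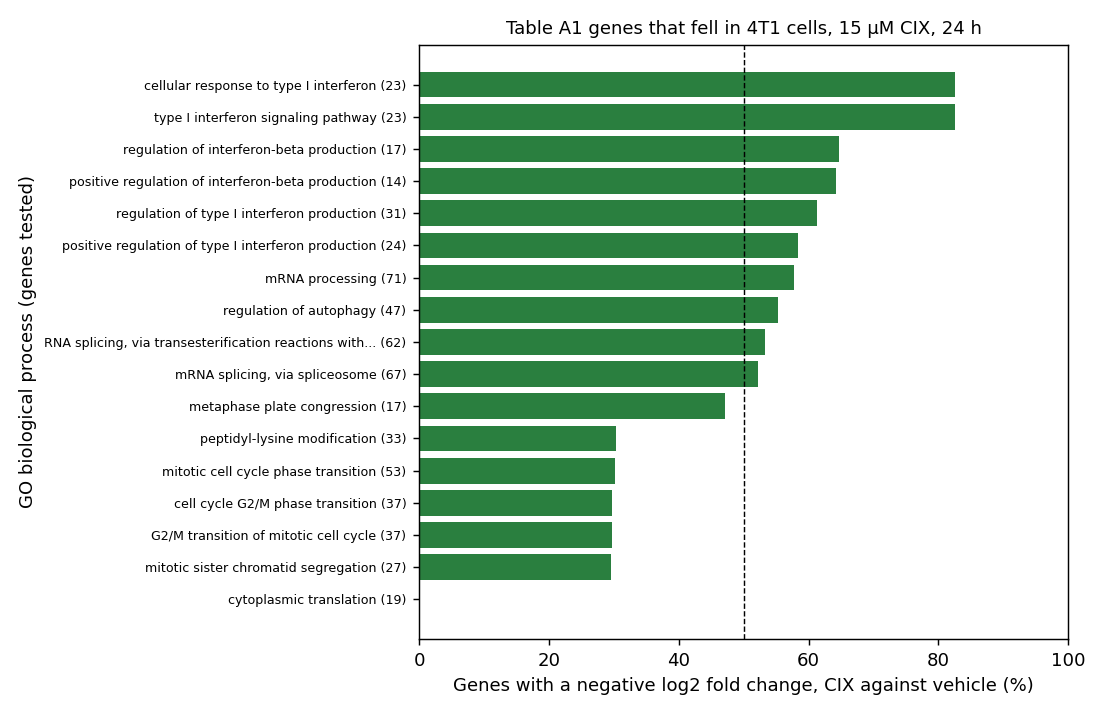
Share of the tested genes of each Table A1 process with lower expression in CIX treated than in vehicle treated 4T1 cells, in percent, with 4 samples per group. The dashed line marks 50%, and the shares run from 0% in cytoplasmic translation to 82.6% in the type I interferon signaling pathway.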

Next, using STRING, we made an interaction network with the genes in the top-ranked GO terms that were regulated by CIX treatment and linked to TLR or IFN-I signaling. This gave a network with several clusters, based on evidence of interaction between the proteins that are products of these genes (Figure 3).

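Figure 3 draws 56 genes, 39 as downregulated and 17 as upregulated, and 55 of them passed the filter in 4T1 cells. Of the 38 tested genes drawn as downregulated, 37 had lower expression after CIX, with log2 fold changes from -3.69 for Isg15 to -0.34 for Pqbp1 and a median of -1.43. All 17 genes drawn as upregulated had higher expression, with log2 fold changes from 0.51 for Polr2e to 2.11 for Crcp. In each of the 55 genes the CIX samples lay on one side of the vehicle samples. The threshold was passed by 25 genes, 20 drawn as downregulated and 5 as upregulated, and by 46 when the p-values were adjusted over this list alone, which holds the paper's own calls. The limma-voom adjusted p-value was 1.06e-04 for Isg15 (standard error 0.35) and 2.05e-04 for Crcp (standard error 0.23). The genes that did not pass were Rel, Rps27a, Myd88, Rsad2, Trex1, Sp100, Rnf135, Adar, Xrcc5, Mx2, Uba7, Gpatch3, Stat6, Stat2, Ifit1, Polr3b, Polr3d and Pqbp1 among those drawn as downregulated, and Irf5, Irak1, Traf6, Mavs, Nlrx1, Ptprs, Tyk2, Polr3f, Polr3c, Polr3e, Polr2e and Ddx41 among those drawn as upregulated. Their adjusted p-values reached up to 0.0149, and DESeq2 called 53 of the 55 genes. In simulated data, however, DESeq2 called more unchanged genes than this threshold allows. Rps27a (ENSMUSG00000020460, chromosome 11, 29545846 to 29548109) rose from 421 ± 89.8 CPM to 872 ± 124 CPM (SD, n = 4 each), a log2 fold change of 1.04 (standard error 0.16, limma-voom adjusted p = 0.00102). Reads of several genes are uncertain, since 5% or more of their 31-base words also occur in another gene, with 97.6% in Trex1, 22.0% in Rps27a, 20.5% in Ifitm3, 14.6% in Polr2h, 12.8% in Isg15, 10.5% in Ifit1, 8.99% in Sp100, 7.96% in Mx2 and 6.46% in Ddx3x. The same holds for Ifnar2.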

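Tlr3 (ENSMUSG00000031639) lies on chromosome 8 of GRCm38 from 45395665 to 45411080 and encodes a toll-like receptor. Its expression in 4T1 cells was 60.1 ± 6.59 CPM with vehicle and 13.6 ± 1.84 CPM with CIX (SD, n = 4 each). The log2 fold change was -2.17 (standard error 0.14, limma-voom adjusted p = 4.29e-05), and Tlr3 was called in all 8 fits that left out a sample. Tlr4 (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) fell from 46.0 ± 1.98 to 27.1 ± 3.87 CPM, a log2 fold change of -0.79 (standard error 0.12, limma-voom adjusted p = 9.57e-04). It was not called by edgeR's quasi-likelihood test (adjusted p = 0.00111), nor in any fit that left out a sample. Tlr9 (ENSMUSG00000045322, chromosome 9, 106222598 to 106226883) had between 26 and 28 counts per vehicle sample and between 1 and 6 per CIX sample. This is 1.13 ± 0.0169 CPM against 0.157 ± 0.0834 CPM, and Tlr9 was left out of the test by the TPM filter. Without the filter its log2 fold change was -2.83 (standard error 0.43, limma-voom adjusted p = 9.35e-04). The adaptor gene Tirap (ENSMUSG00000032041, chromosome 9, 35184551 to 35200291) fell from 106 ± 18.1 to 53.3 ± 7.97 CPM. Its log2 fold change was -1.01 (standard error 0.16, limma-voom adjusted p = 9.81e-04), and it was called in 1 of the 8 fits that left out a sample. The quasi-likelihood test of edgeR did not call Tirap. The fit without the filter, in which Tlr9 passed, called neither Tirap nor Tlr4. The adaptor gene Myd88 (ENSMUSG00000032508, chromosome 9, 119335934 to 119341411) fell from 57.9 ± 8.82 to 30.1 ± 9.33 CPM. Its log2 fold change was -0.995 (standard error 0.20), and its limma-voom adjusted p-value of 0.00392 did not pass the threshold, whereas it did with DESeq2 (adjusted p = 9.92e-05). For each of these genes all CIX samples lay below all vehicle samples, for which the 2-sided exact permutation p is 0.0286, the smallest that 4 samples against 4 allow.

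**Figure D2:**
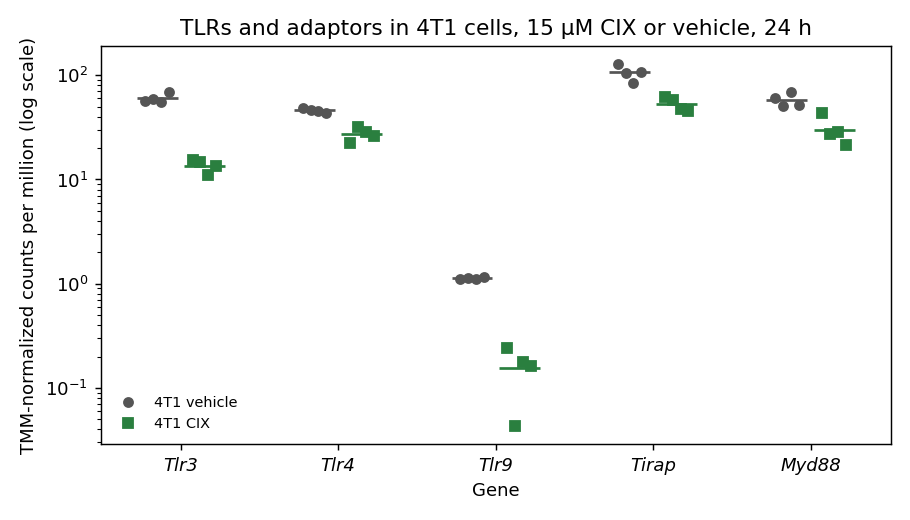
Expression of Tlr3, Tlr4, Tlr9, Tirap and Myd88 in the 4T1 samples, as TMM-normalized CPM on a log axis, where each point is a sample (circles for vehicle, squares for CIX, 4 of each) and each line the mean of a group. The CIX samples of each gene lie below its vehicle samples, and those of Tlr9 lie between 0.0430 and 0.243 CPM.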

One cluster appearing in our interaction network contained the TLRs, Tlr3, Tlr4, and Tlr9 and the adaptor proteins Tirap and Myd88, all significantly less expressed at the gene level in CIX treated 4T1 cells as compared to control cells. Furthermore, the TLR9-regulated transcription factor *IRF7*, inducing several IFN-α genes and cytokines, appeared in this cluster, and was downregulated in response to CIX. In contrast, the TLR3-regulated transcription factor *IRF3* was upregulated. 

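Irf7 (ENSMUSG00000025498) lies on chromosome 7 from 141262706 to 141266481. Its expression in 4T1 cells fell from 51.7 ± 20.7 CPM with vehicle to 7.59 ± 2.04 CPM with CIX (SD, n = 4 each), and the vehicle samples ranged from 33.2 to 81.2 CPM. The log2 fold change was -2.76 (standard error 0.33, limma-voom adjusted p = 2.79e-04). With a sample left out in turn it stayed between -2.94 and -2.51, and Irf7 was called in 5 of those fits.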

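Irf3 (ENSMUSG00000003184, chromosome 7, 44997648 to 45002848) rose in 4T1 cells from 16.0 ± 2.01 CPM with vehicle to 39.4 ± 6.26 CPM with CIX (SD, n = 4 each). This was a log2 fold change of 1.28 (standard error 0.15, limma-voom adjusted p = 2.99e-04). The lowest CIX sample, at 32.8 CPM, was above the highest vehicle sample, at 17.7 CPM, and Irf3 was called in 4 of the 8 fits that left out a sample.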

TLR stimulation activates NF-κB, mitogen activated protein kinases (MAPKs), Jun N-terminal kinases (JNKs), p38, and ERKs, as well as interferon regulatory factors such as IRF3/7, in turn regulating the production of inflammatory cytokines [42]. 

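The receptor gene Ifnar2 (ENSMUSG00000022971, chromosome 16, 91372783 to 91405589) rose in 4T1 cells from 34.8 ± 5.13 CPM with vehicle to 89.1 ± 11.6 CPM with CIX (SD, n = 4 each). Its log2 fold change was 1.34 (standard error 0.14, limma-voom adjusted p = 1.62e-04), and 8.5% of its 31-base words also occur in another gene. The kinase gene Tyk2 (ENSMUSG00000032175, chromosome 9, 21104068 to 21131243) rose from 70.3 ± 6.16 CPM to 109.9 ± 16.8 CPM, a log2 fold change of 0.62 (standard error 0.13). Its limma-voom adjusted p-value of 0.00428 did not pass the threshold. Tyk2 passed it with DESeq2 (adjusted p = 6.95e-05), with all 16 samples in a common limma-voom fit (2.23e-04) and with sample quality weights (5.84e-04).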

Another prominent cluster contained the INF-I signaling pathway components STAT2, STAT6, IRF9, TYK2, and IFNAR2. Overall, it is difficult to interpret these findings, but our data suggests that Myd88-dependent TLR signaling is reduced in response to CIX, whereas the effect on MyD88-independent signaling is not known.

TLRs are central in recognition of invading microorganisms or internal damaged tissues, leading to an inflammatory response via the formation of inflammasome [3]. TLRs are also central in cancer, including breast cancer, and exert contrasting effects on immune cells versus cancer cells [43]. Using cPLA2α inhibitors, we have previously shown that cPLA2α regulates TLR2-induced PGE2 and proinflammatory gene expression in synoviocytes [29]. Both TLR4 and TLR9 signaling pathways are associated with increased migration in breast cancer [44,45,46]. A study by Wu et al. showed that the expression levels of TLR4 and MyD88 were significantly increased in breast tumors as compared with normal breast tissue. The expression levels of TLR4 and MyD88 were also positively correlated with the metastatic potential of breast cancer cells and tumors [47].

IFN-Is are induced by TLRs, which are pattern recognition receptors playing a pivotal role in innate immunity and cancer [48,49]. IFN-Is, like TLRs, are emerging as double-edged swords in cancer [50]. The role of IFN-Is in cancer has generally been considered beneficial by promoting T cell responses and preventing metastasis. On the other hand, IFN-Is may also have a negative role by promoting negative feedback and immunosuppression. IFN-I signaling may be a key driver of immune dysfunction in some cancers. Studies have shown an upregulation of the IFNα pathway in inflammatory breast cancer [51], and breast cancer tumors with high expression of interferon-response genes are shown to be associated with a significantly shorter overall survival and metastasis-free survival [52]. 

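Irf9 (ENSMUSG00000002325, chromosome 14, 55603571 to 55610030) fell from 67.2 ± 14.9 CPM in vehicle treated to 20.7 ± 1.59 CPM in CIX treated 4T1 cells (SD, n = 4 each), a log2 fold change of -1.69 (standard error 0.17, limma-voom adjusted p = 1.41e-04). It was called in each of the 8 fits that left out a sample. Stat2 (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) fell from 98.7 ± 23.1 to 57.0 ± 5.94 CPM, a log2 fold change of -0.79 (standard error 0.17), and its limma-voom adjusted p-value of 0.00456 did not pass the threshold. It passed with DESeq2 (adjusted p = 3.45e-05) and with all 16 samples in a common limma-voom fit (3.07e-04). Stat6 (ENSMUSG00000002147, chromosome 10, 127642986 to 127660957) fell from 216 ± 14.6 to 149 ± 10.3 CPM, a log2 fold change of -0.56 (standard error 0.09), and its limma-voom adjusted p-value was 0.00134. A surrogate variable as covariate brought it to 8.59e-04, and limma-voom without scaling beyond library size to 8.10e-04.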

In our study, *STAT2*, *IRF9*, and *STAT6* are significantly less expressed in CIX treated cells as compared to control cells (confirmed by real-time quantitative PCR [RT-qPCR], Figure A1 in Appendix B), suggesting that cPLA2α inhibition interferes with IFN-I signaling in 4T1 cells. However, even though no IFN’s were themselves found to be regulated by CIX by RNA sequencing, RT-qPCR showed significantly less *INFBb* expression in CIX-treated cells (Figure A1, Appendix B), hence IFN levels should be investigated more closely. 

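The table lists 19 type I interferon genes, and 16 of them had a count of 0 in all 4T1 samples. None of the 19 passed the TPM filter. The highest count was 5, for Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774), which had 2, 5, 0 and 0 counts in the vehicle treated samples and 1, 0, 0 and 0 in the CIX treated samples. Ifna13 and Ifnk each had 1 count in a single 4T1 sample. Without the filter the log2 fold change of Ifnb1 was -1.09 (standard error 0.82, limma-voom adjusted p = 0.395). Levels this close to the floor of 3 counts do not allow a difference in Ifnb1 to be detected at this depth.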

Loss of STAT2 has previously been associated with decreased proliferation and migration in triple-negative breast cancer [53].

Together, this implies that cPLA2α inhibition, via reduction of PGE2 and TLRs and by interfering with IFN-I signaling, reduces migration in highly metastatic 4T1 cells (Figure 4).

Overall, our findings confirm that treatment with a low-molecular cPLA2α inhibitor reduces the viability of murine breast cancer cell lines. The metastatic 4T1 cell line had higher baseline cPLA2α activity and was less sensitive to CIX than the non-metastatic 67NR cell line metabolically, but more sensitive for the anti-migratory effect. cPLA2α inhibition reduced PGE2 production and blocked migration in the 4T1 cells. Gene expression analysis suggests the involvement of TLR and IFN-I signaling. Further research is needed to understand the mechanism of these observations and to evaluate the anti-metastatic effect of cPLA2α inhibition in vivo.

## 3. Materials and Methods

### 3.1. Cell Culture

Two isogenic cell lines, stemming from a single spontaneous mammary triple-negative tumor, were used for all experiments. While both cell lines effectively establish primary tumors, 67NR cells do not metastasize, and 4T1 cells can form metastatic lesions in lung, brain, lymph nodes, bone, and liver [32,37]. Cells were kept in vented flasks in a humidified atmosphere at 5% CO2, 37 °C, and stock flasks routinely split 1:8–1:10 (67NR) and 1:15–1:20 (4T1) twice a week using 0.25% trypsin/EDTA. Passage numbers were between 15 and 55. Culture medium was Dulbecco’s modified Eagle medium (DMEM)/4.5 mg/mL glucose (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (FBS; Gibco), 0.1 mg/mL penicillin-streptomycin, and 1 μg/mL amphotericin. Prior to experiments, stock cells were synchronized once or twice by seeding into a new flask with a split ratio of 1:2–1:5, incubated overnight, trypsinized and seeded into wells in growth culture medium. Seeded cells were allowed to attach and grow overnight before treatment with CIX [31]. Dimethyl sulfoxide (DMSO) was used as vehicle for the inhibitor in all experiments.

### 3.2. XTT Assay

The XTT (2,3-bis-(2-methoxy-4-nitro-5-sulfophenyl)-2H-tetrazolium-5-carboxanilide) assay is a colorimetric assay in which the tetrazolium salt is converted in mitochondria of metabolically active cells, hence the signal is proportional to viable cells [55]. Cells were seeded in 96-well flat-bottom plates, with cell numbers optimized to get 60% to 80% confluency at the start of the experiment. After overnight incubation, the growth medium was removed, and the experiment was performed in a serum-free medium. An incubation time of 48 h following addition of inhibitor was chosen for the readout in order to detect differential effects in subsequent assays. The TACS XTT Cell Proliferation/Viability Assay (Trevigen, Gaithersburg, MD, USA) was performed according to the manufacturer’s manual, with 1.5 to 2 h incubation. The readout at 490 nm with subtraction of background reading at 655 nm was carried out on an iMark Microplate Reader (BIO RAD, Hercules, CA, USA). Results were given as % viability based on the average of sextuplets as compared to the intra-assay vehicle controls. A two-tailed Student’s t-test was used to evaluate the statistical significance. IC50, the concentration which reduced signal to 50 % of controls, was calculated using non-linear fit of [Inhibitor] vs. response -- Variable slope (four parameters), in GraphPad 7 for Windows [56].

### 3.3. Proliferation Assay

A Click-IT EdU microplate assay (Invitrogen, Thermo Fisher Scientific) was used to determine the effect of CIX concentration on proliferation. Cells were seeded as described for the XTT assay. EdU (final concentration 3-5 μM) was added to wells directly after applying treatments, and cells were incubated for 24 h before performing the assay according to the manufacturer’s manual. Readout was carried out after 24 h EdU exposure on a POLARstar Omega plate reader (BMG LABTECH, Ortenberg, Germany) with excitation-emission at 540/580 with orbital averaging. The IC50 was calculated in the same way as for XTT data.

### 3.4. Protein Extraction

To generate protein lysate for subsequent assays, cells were seeded in 6-well plates to obtain 60% to 80% confluency 24 h post seeding. After treatment, supernatant was removed for subsequent ELISA, and proteins were extracted in ice-cold RIPA buffer containing 2% cOmplete™ protease inhibitor cocktail, 1% phosphatase inhibitor cocktail 2, and 1% phosphatase inhibitor cocktail 3 (all Merck KGaA, Darmstadt, Germany). The lysate was agitated for 30 min at 4 °C, sonicated for 1.5 min, and centrifuged for 20 min at 4 °C, 12,000 rpm. The protein supernatant was stored at −80 °C.

### 3.5. Western Blotting

Protein concentration was quantified using the Pierce BCA assay (Thermo Fisher Scientific) according to the manufacturer’s manual. Protein lysates were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis. IR-labeled secondary antibodies were used for Western blotting. All Bolt reagents were from Invitrogen, Thermo Fisher Scientific. Details on antibodies and blotting are provided in Appendix A1. Imaging was performed on an Odyssey Clx (LI-COR Biosciences, Lincoln, Nebraska, USA) in the 700 and 800 channels at the auto setting. The quantification of bands were performed by subtracting local background and the signal was normalized to beta actin in Image Studio Lite (LI-COR Biosciences). A two-tailed Student’s t-test was used to evaluate the statistical significance between groups.

### 3.6. Enzyme Immunoassay

A sensitive, quantitative enzyme immunoassay specific for the metabolite PGE2 was used as a proxy to assess cPLA2α activity. Supernatant from cells were spun at 1500 rpm for 10 min at 4 °C and stored at −80 °C. After thawing, supernatants were spun at 2000 rpm for 5 min at 4 °C, diluted 1:50 in DMEM, and analyzed in duplicate using a 96-well PGE2 EIA Kit Monoclonal (Cayman Chemical Company, Ann Arbor, MI, USA). The analysis was performed using the four parameter logistic curve function in the MyAssays Prostaglandin E2 Monoclonal online analysis tool [57]. A two-tailed Student’s t-test was used to evaluate the statistical significance (*p* < 0.05).

### 3.7. Migration Assay

Cell migration was assessed using the xCELLigence^®^ DP system (Roche Diagnostics GmbH, Mannheim, Germany). In this assay, cells are added to a membrane surface in the upper part of a CIM 16 plate, and cells can migrate through the membrane to the lower wells as a response to a chemoattractant signal. Gold electrodes are attached underneath the membrane, and cells in contact with electrodes reduce the conductivity. The change is interpreted inversely as the Cell Index (CI). Here, 5.0 × 10^4^ cells/well were seeded in 0.5% FBS/DMEM in upper wells containing inhibitor or vehicle (DMSO). As a chemoattractant, 5% or 10% FBS/DMEM was added to lower wells for normal or positive controls, respectively, with 0.5% FBS used to control for increased background migration (negative controls) in 48 h experiments. The plate was scanned every 15 min for 24 h or 48 h. The plotting of the CI curves was carried out using RTCA Software 1.2 (https://www.aceabio.com/products/rtca-dp/#tab-software) supplied with the instrument. For relative quantification, all technical replicates of a treatment were normalized to the intra-experiment normal control. A two-tailed Student’s t-tests were performed to find significant differences between groups (*p* < 0.05).

### 3.8. RNA Sequencing

RNA for sequencing of the global mRNA transcriptome was isolated from 4T1 or 67NR cells treated with 15 μM CIX or vehicle (*n* = 4 biological replicates) for 24 h, using the RNeasy Mini kit (Qiagen, Limburg, The Netherlands) according to the manufacturer’s manual. The RNA concentration and purity were quantified using a NanoDrop 1000 (Thermo Scientific, Waltham, USA). An Agilent Bioanalyzer (Agilent, Santa Clara, CA, USA) was used to measure RNA Integrity Numbers (RIN), which were between 9.7 and 10. A library was prepared using an Illumina TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA), sequencing was done on an Illumina NextSeq using a NS500HO flow cell with 75 bp reads, and quality control of raw sequences was performed with the FastQC application [58]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [59] and are accessible through GEO Series accession number GSE138026 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138026)

### 3.9. Gene Expression Analysis

Transcript expression values were generated by quasi-alignment using salmon [60,61] and the Ensembl (GRCm38) mouse genome. Aggregation of transcript to gene expression was performed using tximport [62,63]. Gene expression values with TPM (transcript per million) below one in more than three samples were filtered out before differential expression was assessed by limma-voom [64,65] linear model. Significance was defined by a Benjamini–Hochberg multiple comparison-adjusted *p*-value < 0.001. Enrichr, a tool for gene enrichment analysis [66,67], was employed to find gene enrichment signatures for these genes within the Gene Ontology Biological Process 2018 database (geneontology.org). Significance was denoted as *p* < 0.05, corrected for multiple testing by the Benjamini–Hochberg procedure. Clustering of the proteins encoded by the genes included in the top-ranked GO terms, were performed using STRING version 11.0 [68] and modified using Adobe Illustrator (Adobe, San Jose, CA, USA).

### 3.10. RT-qPCR

The cDNA synthesis was performed with 1 µg total RNA in 20 µL reaction of QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany). After synthesis, cDNA was diluted 1:6 with RNase-free water. The qPCR was performed with the LightCycler 480 SYBR Green I Master (Roche, Basel, Switzerland), and the qPCR analyses were carried out using the Lightcycler 96 system (Roche). *ACTB* was used as a reference gene. Primer sequences: *IFNB* forward; 5′-AACTTCCAAAACTGAAGACC-3′, reverse; 5′-AACTCTGTTTTCCTTTGACC-3′; *STAT2* forward; 5′-GACATTGAGTTCTTGGTGAG-3′, reverse; 5′-CAGACTGAAAACTGTGTATCTG-3′; *STAT*6 forward; 5′-CTGTTATAGAAGAGTTCCGC-3′, reverse; 5′-CATTGACAGGAGGGTCTATC-3′; *TLR3* forward; 5′-AATAGCATCAAAAGAAGCCG-3′, reverse; GATGTACCTTGAATCTTCTGC-3′; *TLR*4 forward; GATCAGAAACTCAGCAAAGTC-3′, reverse; 5′-TGTTTCAATTTCACACCTGG-3′; *TLR*9 forward; 5′-TCTCCCAACATGGTTCTC-3′, reverse; 5′-CTTCAGCTCACAGGGTAG-3′; *IRF*9 forward; 5′-CTACTTCTGTAGAGATTTGGC-3′, reverse; 5′-GATGAGATTCTCTTGGCTATG-3′; *REL* forward; 5′-ATACCTGCCAGATGAAAAAG-3′, reverse; 5′-TCAGTAAAGTGACCACAATC-3′; *ACTB* forward; 5′-GATGTATGAAGGCTTTGGTC-3′, reverse; 5′-TGTGCACTTTTATTGGTCTC-3′. Unpaired t-test with Welch’s correction was used to find significant differences between groups.

## 4. Conclusions

In this study, we provide evidence that the selective cPLA2α inhibitor, CIX, specifically impedes migration of metastatic 4T1 cells, but not of isogenic, non-metastatic 67NR cells. A comprehensive high throughput analysis at the transcriptome level in 4T1 cells indicates that cPLA2α inhibition affects TLR signaling and type I interferons.

## Figures and Tables

**Figure 1:**
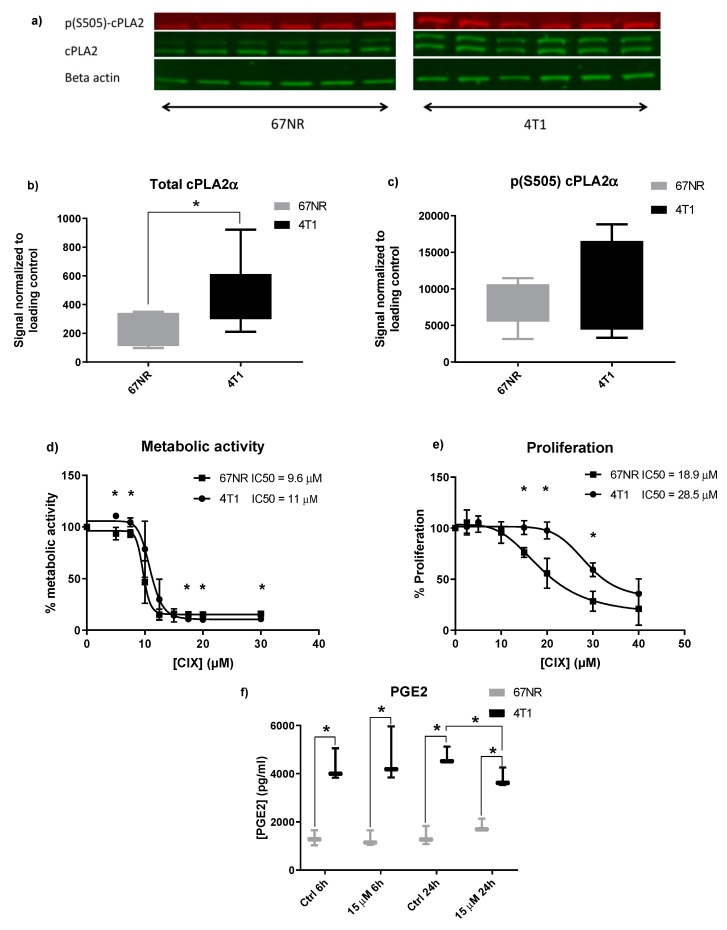
Response to cytosolic phospholipase A2 α (cPLA2α) inhibitor X (CIX) and expression of cPLA2α in 67NR and 4T1. (**a**) Image showing bands for basal p-cPLA2α, cPLA2α, and beta-actin expression in 67NR and 4T1 cells on the same membrane. (**b**) Box and whisker plots (min-max) of total cPLAα protein normalized to beta-actin. (**c**) Box and whisker plots (min-max) of phosphorylated cPLAα (p-S505) protein normalized to beta-actin. (**d**) Viability curve based on XTT (2,3-bis-(2-methoxy-4-nitro-5-sulfophenyl)-2H-tetrazolium-5-carboxanilide) metabolization. Points represent grand mean of *n* = 3 experiments with *n* = 6 technical replicates per condition. IC50 values (48 h) are given in μM. * *p* ˂ 0.05 4T1 vs. 67NR at the same concentration. (**e**) Proliferation curve based on EdU incorporation. Points represent grand mean of *n* = 3 experiments with *n* = 6 technical replicates per condition. IC50 values (24 h) are given in μM. * *p* ˂ 0.05 4T1 vs. 67NR at same concentration. (**f**) PGE2 levels in 67NR and 4T1 at 6 h and 24 h of treatment. The box and whisker plot (min-max) is based on *n* = 3 experiments with *n* = 3 technical replicates per condition. * *p* ˂ 0.05 4T1 vs. 67NR.

**Figure 2:**
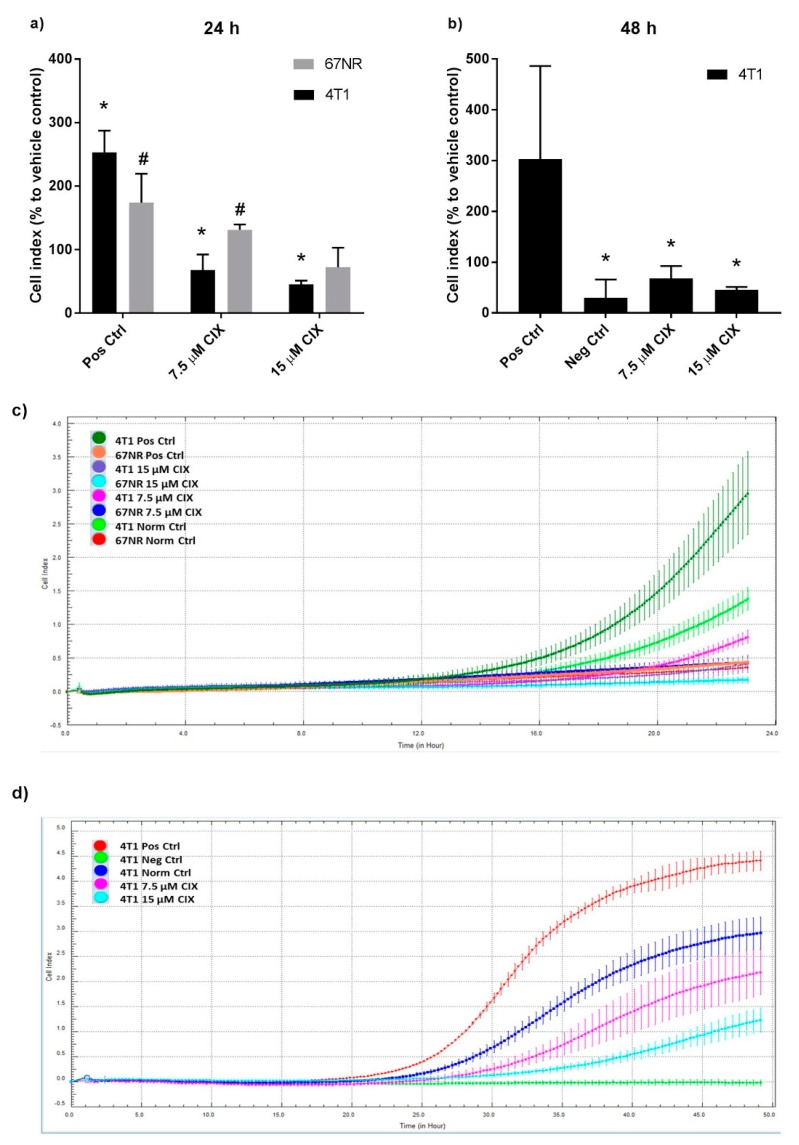
CIX inhibits migration in 4T1 cells, but not in 67NR cells. (**a**) Cell index (CI) related to vehicle control at the end of the 24 h treatment. Bars show the percentage mean ± SD of 3 experiments, normalized to vehicle control within experiment, *n* = 4 technical replicates per experiment (**b**) CI related to vehicle control at the end of 48 h treatment. Bars show the percentage mean ± SD of 3 experiments, normalized to vehicle control within experiment, *n* = 2 to 4 technical replicates per experiment. (**c**) CI curves for 67NR and 4T1 over 24 h. Each curve shows mean CI ± SD of *n* = 4 technical replicates. Representative experiment of *n* = 3 distinct experiments. (**d**) CI curves for 4T1 over 48 h. Each curve shows mean CI ± SD of *n* = 4 technical replicates for CIX treated groups and Norm Ctrl, *n* = 2 technical replicates for Pos Ctrl and Neg Ctrl. Representative experiment of *n* = 3 distinct experiments. (**a–d**) Norm Ctrl: Normal (vehicle) control. Norm Ctrl and all treated samples were subjected to 5% FBS in lower wells. Pos Ctrl: Positive control (high chemoattractant, 10% FBS in lower wells). Neg Ctrl: Negative control (0.5% FBS in lower wells). * *p* ˂ 0.05 vs. 4T1 Norm Ctrl, # *p* ˂ 0.05 vs. 67NR Norm Ctrl.

**Figure 3:**
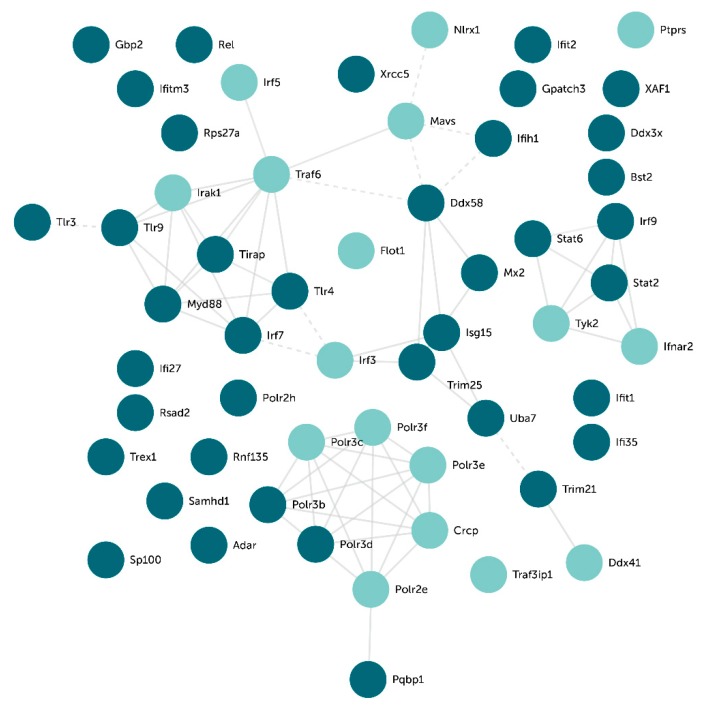
Gene clusters of top-ranked GO terms. Network of associated CIX-affected gene products were generated using STRING using only curated databases as active interaction sources. Light green nodes are upregulated, whereas dark green nodes are downregulated in 4T1 cells in response to CIX (15 µM, 24 h). TLR signaling stands out as a key cluster in this network. Solid lines represent intra-cluster edges, dotted lines represent inter-cluster edges. Solid lines represent intra-cluster edges, dotted lines represent inter-cluster edges.

**Figure 4:**
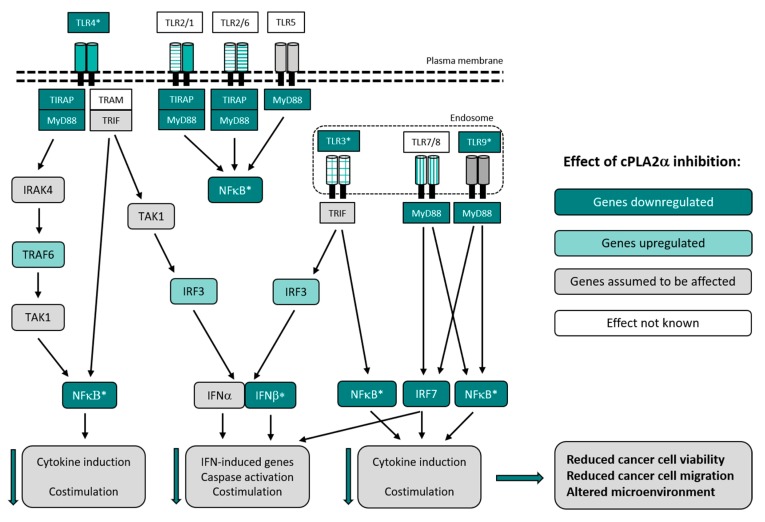
Hypothesized effects of CIX in TLR signaling in 4T1 cells. By reduced signaling through TLR3, TLR4, TLR9, and NF-κB (rel), it is likely that cPLA2α inhibition affects the cancer microenvironment and reduces both cancer cell viability and migration, and the level of inflammation. Such an altered cancer cell microenvironment may suggest that cPLA2α regulates many aspects of cancer cell biology and thus serves as an attractive target for metastatic cancer. The figure is modified after [47,54]. Dark green nodes represent genes found to be downregulated, light green nodes represent upregulated genes. Grey and white nodes represent genes assumed to be affected or without known effects, respectively. Downward pointing green arrows indicate that these processes are down-regulated by CIX. *Regulation of gene expression confirmed by RT-qPCR (Figure A1, Appendix B). Downward pointing green arrows indicate that these processes are down-regulated by CIX.

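Rel (ENSMUSG00000020275, chromosome 11, 23736847 to 23770970) fell in 4T1 cells from 28.1 ± 3.01 CPM with vehicle to 19.3 ± 2.54 CPM with CIX (SD, n = 4 each). The log2 fold change was -0.57 (standard error 0.14), and the limma-voom adjusted p-value of 0.00873 did not pass the threshold, whereas that of DESeq2 (4.58e-04) did. Traf6 (ENSMUSG00000027164, chromosome 2, 101678429 to 101701669) rose from 15.5 ± 2.48 CPM to 22.6 ± 1.67 CPM, a log2 fold change of 0.54 (standard error 0.14, limma-voom adjusted p = 0.0139). The paper takes signaling through TLR3, TLR4, TLR9 and NF-κB as reduced, and proposes that inhibition of cPLA2α thereby affects the surroundings of the cancer cells, their viability and migration, and inflammation.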

**Table 1:** GO biological processes terms. Enrichment analysis was performed using differentially expressed genes in treated vs. untreated 4T1 cells. Overlap signifies input genes that matched genes in GO term vs. total genes listed in GO term.

Term ID	Description	Overlap	False Rate Discovery
GO:0032648	regulation of interferon-beta production	18/35	0.000859
GO:0032481	positive regulation of type I interferon production	25/63	0.000859
GO:0032728	positive regulation of interferon-beta production	15/27	0.000859
GO:0032479	regulation of type I interferon production	31/86	0.000859
GO:0000398	mRNA splicing, via spliceosome	67/262	0.000993
GO:0006397	mRNA processing	71/284	0.000993
GO:0000377	RNA splicing, via transesterification reactions with bulged adenosine as nucleophile	62/237	0.000993
GO:0000086	G2/M transition of mitotic cell cycle	37/127	0.007793
GO:0044839	cell cycle G2/M phase transition	37/128	0.008405
GO:0060337	type I interferon signaling pathway	23/66	0.009802
GO:0071357	cellular response to type I interferon	23/66	0.009802
GO:0000070	mitotic sister chromatid segregation	27/83	0.009802
GO:0018205	peptidyl-lysine modification	33/116	0.022896
GO:0051310	metaphase plate congression	17/45	0.027307
GO:0010506	regulation of autophagy	50/204	0.027307
GO:0044772	mitotic cell cycle phase transition	53/222	0.03186
GO:0002181	cytoplasmic translation	19/55	0.038663

## Abbreviations

AA	Arachidonic acid
CIX	cPLA2α inhibitor X
COX2	Cyclooxygenase-2
DMEM	Dulbecco’s modified eagle medium
DMSO	Dimethyl sulfoxide
EMT	Epithelial-to-mesenchymal transition
FBS	Fetal bovine serum
GO	Gene ontology
IFN	Interferon
NF-κB	Nuclear factor kappa B
PGE2	Prostaglandin E2
TLR	Toll-like receptor

## Appendix A

### Experimental Details for Western Blotting

The protein lysate was heated at 70 °C for 10 min in 4X Protein Loading Buffer (LI-COR Biosciences, Lincoln, NE, USA) and Bolt Sample Reducing Agent, before 5 μg protein was loaded onto a Bolt Bis-Tris 4% to 12% gel and separated at 200 V for 70 min, using Bolt MOPS SDS running buffer and Bolt Antioxidant in front chamber and Chameleon Duo Pre-stained Protein Ladder (LI-COR Biosciences) for size marking. Wet transfer to PVDF membrane was done at 20 V for 2 h, using Bolt Transfer buffer. Following blocking with Odyssey Blocking buffer TBS (LI-COR Biosciences) overnight at 4 °C and cutting at 50 kDa mark for separate incubation with anti-beta actin antibodies, the membranes were incubated with goat anti-phospholipase A2 antibody (ab104252, Abcam; 1: 3000) and rabbit anti-phospholipase A2 (phospho S505) antibody (ab53105 from Abcam, Cambridge, UK; 1:3000), or mouse anti-beta actin (ab8226 from Abcam; 1:25,000), overnight at 4 °C. Secondary fluorescent antibody conjugates (IRDye^®^ 800CW donkey anti-Goat IgG and 680CW Goat anti-rabbit IgG, or IRDye^®^ 800CW Goat Anti-mouse IgG; LI-COR Biosciences) were applied at 1:30,000 dilution in blocking buffer/0.2% Tween-20/0.01% SDS.

## Appendix B

**Table A1:** Gene lists for GO Biological Processes terms. The listed genes are differentially expressed genes in treated vs. untreated 4T1 cells overlapping with genes in the GO term lists as analyzed with Enrichr [66,67].

Term ID	Genes
GO:0032648	*PTPRS;DDX3X;DDX58;TIRAP;IFIH1;RNF135;MAVS;IRF3;POLR3B;POLR3C;POLR3D;FLOT1;TLR9;POLR3F;IRF7;REL;TLR4;TLR3*
GO:0032481	*CRCP;DDX3X;DDX41;PQBP1;IFIH1;RNF135;IRAK1;FLOT1;POLR2E;STAT6;POLR2H;XRCC5;DDX58;MAVS;IRF3;POLR3B;POLR3C;POLR3D;POLR3E;TLR9;POLR3F;IRF7;TLR4;TLR3;MYD88*
GO:0032728	*DDX3X;DDX58;IFIH1;RNF135;MAVS;IRF3;POLR3B;POLR3C;POLR3D;FLOT1;TLR9;POLR3F;IRF7;TLR4;TLR3*
GO:0032479	*NLRX1;CRCP;UBA7;TRAF3IP1;GPATCH3;DDX41;PQBP1;IFIH1;RNF135;IRAK1;POLR2E;TRIM25;STAT6;POLR2H;RPS27A;TRIM21;XRCC5;DDX58;TREX1;ISG15;TIRAP;MAVS;IRF3;POLR3B;POLR3C;POLR3D;POLR3E;POLR3F;IRF7;MYD88;TRIM56*
GO:0000398	*DBR1;TXNL4B;DDX46;HNRNPU;WDR83;CWC25;YBX1;DDX41;PQBP1;CCAR1;CLP1;RSRC1;MAGOH;DHX16;SNRNP35;SRRM2;RBM17;PRMT7;BUD31;METTL3;PRPF40B;PLRG1;CDC40;WDR77;SRRM1;SFPQ;HNRNPUL1;FRG1;GEMIN5;NAA38;SNRPA1;HNRNPH2;PABPC1;SRSF6;SNRPB;RBM22;SRSF9;ZCCHC8;DDX1;PRCC;SRRT;DDX23;SRSF1;CSTF2T;RNPC3;HTATSF1;PRPF8;RBM15B;PUF60;PCBP1;TRA2A;ZMAT5;POLR2E;POLR2G;POLR2H;HNRNPA1;DCPS;SRSF10;HNRNPA3;SF3A1;CPSF7;PRPF38A;CDC5L;LSM2;HNRNPM;LSM6;RBM41*
GO:0006397	*DBR1;DDX46;HNRNPU;WDR83;CWC25;YBX1;DDX41;PQBP1;CCAR1;CLP1;RSRC1;MAGOH;DHX16;SNRNP35;CMTR2;SRRM2;RBM17;BUD31;METTL3;THOC1;PRPF40B;PLRG1;CDC40;SRRM1;SFPQ;PRPF18;HNRNPUL1;FRG1;GEMIN5;NAA38;SNRPA1;HNRNPH2;PABPC1;SRSF6;SNRPB;RBM22;SRSF9;ZCCHC8;PRCC;SRRT;DDX23;SRSF1;CSTF2T;RNPC3;HTATSF1;PRPF8;RBM15B;PUF60;PCBP1;TRA2A;ZMAT5;POLR2E;POLR2G;POLR2H;HNRNPA1;SRSF10;HNRNPA3;SF3A1;CPSF7;CHTOP;PRPF38A;CPSF6;CDC5L;GTF2H1;LSM2;HNRNPM;CDK7;LSM6;RBM41;AGGF1;MNAT1*
GO:0000377	*DBR1;DDX46;HNRNPU;WDR83;CWC25;YBX1;DDX41;PQBP1;CCAR1;CLP1;RSRC1;MAGOH;DHX16;SNRNP35;SRRM2;RBM17;BUD31;METTL3;PRPF40B;PLRG1;CDC40;SRRM1;SFPQ;HNRNPUL1;FRG1;GEMIN5;NAA38;SNRPA1;HNRNPH2;PABPC1;SRSF6;SNRPB;RBM22;SRSF9;ZCCHC8;PRCC;SRRT;DDX23;SRSF1;CSTF2T;RNPC3;HTATSF1;PRPF8;RBM15B;PUF60;PCBP1;TRA2A;ZMAT5;POLR2E;POLR2G;POLR2H;HNRNPA1;SRSF10;HNRNPA3;SF3A1;CPSF7;PRPF38A;CDC5L;LSM2;HNRNPM;LSM6;RBM41*
GO:0000086	*DYNC1I2;CDKN1A;DCTN2;DCTN1;SSNA1;CEP164;FOXM1;CCNB2;PPME1;CNTRL;RPS27A;LCMT1;CEP290;CEP76;PLK3;BORA;ODF2;CEP152;MBD1;PLK1;FBXL15;HAUS5;MASTL;DYNLL1;CDC25C;CDC25B;DNM2;HAUS1;CCNA2;CDK7;CENPJ;CDK2;MAPRE1;MNAT1;SFI1;TAF2;SDCCAG8*
GO:0044839	*DYNC1I2;CDKN1A;DCTN2;DCTN1;SSNA1;CEP164;FOXM1;CCNB2;PPME1;CNTRL;RPS27A;LCMT1;CEP290;CEP76;PLK3;BORA;ODF2;CEP152;MBD1;PLK1;FBXL15;HAUS5;MASTL;DYNLL1;CDC25C;CDC25B;DNM2;HAUS1;CCNA2;CDK7;CENPJ;CDK2;MAPRE1;MNAT1;SFI1;TAF2;SDCCAG8*
GO:0060337	*IFNAR2;IFITM3;SP100;RSAD2;STAT2;MX2;ADAR;ISG15;TYK2;IFI35;SAMHD1;IFIT1;IFIT2;ISG20;BST2;IRF3;IRAK1;IFI27;IRF7;GBP2;XAF1;MYD88;IRF9*
GO:0071357	*IFNAR2;IFITM3;SP100;RSAD2;STAT2;MX2;ADAR;ISG15;TYK2;IFI35;SAMHD1;IFIT1;IFIT2;ISG20;BST2;IRF3;IRAK1;IFI27;IRF7;GBP2;XAF1;MYD88;IRF9*
GO:0000070	*SEH1L;PHF23;VPS4A;PINX1;CDCA8;SMC4;NSL1;NCAPH;SMC2;CHMP1B;RRS1;DLGAP5;DIS3L2;NAA50;SPAG5;BOD1;PLK1;TUBG2;KNSTRN;PSRC1;KIF18B;KIFC1;CHMP2A;KIF2C;NCAPD2;CHMP7;CHMP5*
GO:0018205	*HDAC4;TOP2B;POM121;NUP205;PCNA;SEH1L;CDCA8;LOXL4;PLOD2;PLOD1;AAAS;AURKB;IFIH1;SENP6;MTA1;SUMO1;SENP8;NFATC2IP;NUP43;NDC1;PIAS3;ESCO1;SIRT4;MITF;RANGAP1;TOPORS;SIRT2;INCENP;CTH;NDUFAB1;NUP35;BIRC5;VIPAS39*
GO:0051310	*SEH1L;BOD1;VPS4A;PINX1;CDCA8;GEM;CENPF;PSRC1;KIFC1;CHMP1B;RRS1;CHMP2A;KIF2C;FAM83D;CHMP7;CENPQ;CHMP5*
GO:0010506	*GSK3A;CISD2;ZDHHC8;CAPNS1;MLST8;WDR6;PIP4K2C;DNM1L;ATP6V1E1;TRIM21;TRIM65;SREBF1;RUBCN;EXOC8;CSNK2A2;SIRT2;MID2;RRAGA;KAT2A;CPTP;ATP6V1B2;ULK3;ULK2;SMCR8;ATP6V1A;GBA;HTRA2;VPS26A;RASIP1;MAPK8;DHRSX;LARS;ATG101;ATP6V1H;SH3BP4;BMF;SLC38A9;ATP6V0E2;ATP6V1D;SNX5;ATP6V1C1;PLK2;TPCN1;CDK5;BCL2;LAMTOR2;LAMTOR4;LAMTOR3;CDK5R1;LAMTOR5*
GO:0044772	*CDKN1A;CEP164;FOXM1;PPME1;MYC;CNTRL;CEP290;BORA;HAUS5;MASTL;DYNLL1;CDC25C;CDC25B;DNM2;HAUS1;CCNA2;CCNE2;MAPRE1;SFI1;CHMP7;CACUL1;ANAPC1;SDCCAG8;DYNC1I2;DCTN2;DCTN1;SSNA1;PRIM1;CUL2;ORC5;CCNB2;RPS27A;LCMT1;CEP76;CDT1;PLK3;ODF2;UBE2C;CEP152;PLK2;MBD1;PLK1;FBXL15;CDK7;POLA2;CDK6;CENPJ;POLE3;CDK2;TACC3;CHMP2A;MNAT1;TAF2*
GO:0002181	*RPL4;RPL32;RPLP1;RPL22;RPL7;RPS26;RPL18A;RPS29;RPL27A;MRTO4;RPS3;RPL36;RPLP2;RPL24;RPL22L1;RPL15;RPL29;EIF4B;RPL19*

How the deposited data were processed for this re-analysis (not part of the article)

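RNA of 4T1 and 67NR cells treated with vehicle or 15 µM CIX for 24 h was analysed, with 4 biological replicates in each of the 4 groups. The authors quantified the reads with salmon on Ensembl GRCm38, summed transcripts to genes with tximport and deposited estimated counts per gene, without normalization. A share of 0.0436% of the values above 0 were whole numbers, so that the deposited estimated counts were treated as scaled by tximport, although the paper's text does not name the scaling. Samples were assigned to conditions from their labels, and all 16 columns of the table were mapped. Gene symbols, positions and lengths were taken from the GENCODE annotation of GRCm38, which held 32832 of the 33072 genes.

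The estimated counts were rounded to whole numbers. TPM was approximated by dividing them by the mean transcript length of the gene and scaling each sample to the same sum, and genes with a TPM below 1 in more than 3 samples of the comparison were left out. For the interaction, a gene was left out only if this held in both cell lines. The main test was limma-voom with TMM normalization (limma 3.58.1 and edgeR 4.0.16 in R 4.3.3), and genes were called at a Benjamini-Hochberg adjusted p-value below 0.001, as in the paper. CIX was compared with vehicle in the 8 samples of each cell line, the response was compared between the cell lines with an interaction term over all 16 samples, and the untreated cell lines were compared over the 8 vehicle samples. Lists of genes were tested with limma's camera at an inter-gene correlation of 0.01 and with exact permutations of the mean of the list. The 10 highest genes took between 5.6% and 6.64% of the counts of a sample. At this depth 3 counts, the smallest level taken as detected, correspond to between 0.102 and 0.133 CPM in the 4T1 samples, which covers counting error only.

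The method was tested on simulated data drawn from the means and library sizes of the 11679 genes of 4T1 cells, with 200 genes changed in each of 3 runs. With a fold change of 4, limma-voom recovered 85% of the changed genes, edgeR 85.7% and DESeq2 94.2%. With a fold change of 2, limma-voom and edgeR each recovered 0.667%, and DESeq2 recovered 63.2%. With a fold change of 1.5, limma-voom and edgeR recovered 0% and DESeq2 recovered 4%. Many more genes than these 200 changed in the 4T1 data, with 4982 at a limma-voom adjusted p below 0.05. The Benjamini-Hochberg adjustment depends on the share of changed genes, so that these rates do not give the recovery in the data. The mean number of unchanged genes called was at most 0.667 for limma-voom and at most 6 for DESeq2.

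The designs, the rule for named genes and the processing alternatives were fixed before the data were examined. The text names each gene that the paper names for these data, and also Pla2g4a and Ptgs2. It names the type I interferon genes, those at 0 as a number only. Of the genes called in 4T1 with the groups fully apart, the 5 that rose and the 5 that fell furthest are named. For the interaction the same choice was made among the called genes, without the condition that the groups be apart. The alternatives were edgeR's quasi-likelihood test, the Wald test of DESeq2 1.42.0, DESeq2's size factors, no scaling beyond library size, other filters, all samples in a common fit, sample quality weights, 1 surrogate variable (sva 3.50.0), a threshold of 0.05, a test against a fold change of 1.5 (treat), limma on log2(TPM + 1) and on log2(TPM + 0.1), and leaving out each sample in turn. Words of 31 bases that occur in transcripts of more than 1 gene were counted to find genes whose reads could be assigned to another gene. The enrichment of GO terms and the interaction network of the paper were not recomputed, and the RT-qPCR, migration and protein measurements were not analysed here.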

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

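The tests on Pla2g4a, on reads shared with Abcb1b, on mislabelled samples and on GC content in the SREBP target and cell cycle genes were chosen only after the result was seen.

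In 88 groups of 4 samples of named genes, the highest or lowest sample was compared with the others by Dixon's ratio, and 8 were beyond its critical value at 95%, where 4.4 are expected by chance. In most of them the distance was small. Rel was at 9.76 CPM in 67NR vehicle sample 1, with the others at 10.4 and 10.5 CPM at the extremes. Traf6 was at 31.0 CPM in 67NR CIX sample 10 (others 24.8 to 25.8 CPM) and at 11.8 CPM in 4T1 vehicle sample 3 (others 16.4 to 17.2 CPM). Ifnar2 was at 71.8 CPM in 4T1 CIX sample 4 (others 92.9 to 96.9 CPM). Tlr9 was at 0.0397 CPM in 67NR vehicle sample 9 and at 0.0873 CPM in 67NR CIX sample 14, which are 1 and 2 counts where the others had 0. No explanation was tested for these, and their number is close to what chance gives.

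Pla2g4a, the gene of cPLA2α, was at 324 CPM in 67NR vehicle sample 13, whereas the other 67NR vehicle samples lay between 60.2 and 81.2 CPM. RNA of 4T1 cells in that sample was tested by the level of 172 genes read in 4T1 cells, which stood at 0.175% of their untreated 4T1 level, within the 0.135% to 0.274% of the other vehicle samples. A mixture would have needed 259% of the 4T1 level, so that it was excluded by the level of Pla2g4a alone. The change was not limited to Pla2g4a, because 216 other genes were at least as far above all other 67NR samples in that sample. A state of this culture that also affects other genes remains as a candidate explanation, and the design gives no condition by which it could be tested as biological.

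Abcb1a was at 23.5 CPM in 4T1 CIX sample 4, whereas the other 3 CIX samples lay between 0.559 and 0.896 CPM. Abcb1a shares 21.7% of its 31-base words with Abcb1b, so that reads may have moved between them. The summed level of both genes fell by 1.41 on the log2 scale, and Abcb1b alone had a log2 fold change of 0.30 (limma-voom adjusted p = 0.311), so that such a shift does not account for the fall of Abcb1a. In 67NR cells Abcb1a ranged from 16 to 1111 counts in vehicle samples and from 28 to 2186 counts in CIX samples, so that it also varied widely between replicates of a group. No biological explanation was tested.

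The response to CIX differed between 4T1 and 67NR cells in 993 genes by the limma-voom interaction test, 607 with a more positive and 386 with a more negative log2 fold change in 4T1 cells. The genes called with the largest positive differences were Ccn2 (4.45), Dlk2 (3.76), Sned1 (3.74), Ccl7 (3.60) and Col7a1 (3.37), and those with the largest negative ones Gm21962 (-6.49), Slc39a8 (-6.11), Disp2 (-5.23), Olfr1372-ps1 (-4.81) and Gstt4 (-4.69). When CIX and vehicle were regrouped at random within each cell line, 1 of 100 regroupings, the real one, gave as many genes. The highest number among the 99 others was 893, and their median was 0. Their number of genes with an unadjusted p under 0.05 ranged from 110 to 5391 with a median of 502. By this measure the real grouping, with 4937, was not the most extreme, since other regroupings had 5391 and 5117. A regrouping can keep the real grouping of the 4T1 samples while it mixes those of 67NR cells. It then holds the full response of 4T1 cells. The regroupings therefore test for no response in either cell line and not for equal responses. With all samples thinned to the smallest total, 994 genes were called (960 of them among the 993), and after removal of each sample's trend on GC content and length 1056 were called (881 shared). The thinning moved the differences in log2 fold change by a median of 0.0137 and the correction by 0.0618. Among the called genes the median absolute difference was 1.25. All 8 samples of 4T1 and all 8 of 67NR cells were nearer the mean of their own group than that of the other group when left out. The 960 genes still called at equal depth argue against depth as their explanation. The 881 still called after the correction argue against a trend on GC content or length for those genes. For the genes that lost their call these explanations stay open.

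Of the 55 tested genes of Figure 3, the difference was past the threshold in 19. It was more negative in 4T1 cells for Gbp2, Ifitm3, Ifi27, Samhd1, Rnf135, Xrcc5, Ddx58, Isg15, Trim25, Trim21, Xaf1, Bst2 and Ifi35, and more positive for Flot1, Crcp and Traf3ip1. The others were Tlr3, Irf3 and Stat2, which the text of the paper also discusses. The difference in log2 fold change was -2.60 for Tlr3 (standard error 0.28, limma-voom adjusted p = 1.28e-05), 1.25 for Irf3 (0.21, 5.23e-04) and -1.40 for Stat2 (0.22, 2.53e-04). It was called for Tlr3 and Stat2 in all 16 fits that left out a sample, and for Irf3 in 8 of them. In 67NR cells Tlr3 had a log2 fold change of 0.42 (adjusted p = 0.253), Irf3 of 0.03 (0.904) and Stat2 of 0.61 (0.0106). Untreated 67NR cells express less Tlr3 than 4T1 cells, by 3.96 on the log2 scale. The tests on depth and GC content that were run on all genes (994 and 1056 genes called) were not repeated for these genes alone.

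By exact permutation, adjusted over the 11 gene lists, G2/M genes and SREBP target genes differed between the cell lines. These permutations regroup CIX and vehicle within each cell line, so that they test for no response in either line and not for equal responses. By camera interferon-stimulated genes (adjusted p = 4.86e-13) and S-phase genes (4.11e-07) differed as well, but their exact permutation p-values adjusted over the lists were 0.103 and 0.153. The mean difference in log2 fold change was 1.13 over 40 G2/M genes, above 0 in all 40 (exact permutation p = 0.000408, the smallest that the permutations can give, 0.00449 adjusted over the lists by Benjamini-Hochberg). For 31 SREBP target genes it was -0.79, below 0 in 29 (exact permutation p = 0.00612, adjusted 0.0337). After correction for GC content and length the SREBP difference was -0.79, and the difference of G2/M relative to S-phase genes was 0.58, against 0.54 before. The correction hardly moved these values. That these differences remained argues against a trend on GC content or length as their explanation. The correction was not run for the G2/M difference itself, for which this explanation stays open. Other technical explanations were not tested on the lists.

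The paper reports no RNA sequencing result for 67NR cells. There, 45 of 11584 genes were called between CIX and vehicle by limma-voom, 21 higher and 24 lower, and 1 of the 35 splits of the 8 samples into 4 and 4 gave as many genes, the real one. The other 34 splits called at most 1 gene, with between 134 and 1867 genes at an unadjusted p under 0.05. Thinning to equal depth gave 48 genes and correction for GC content and length also 48, of which 42 and 39 were among the 45. All 8 samples were nearer the mean of their own group. The thinning and the correction moved the log2 fold changes by medians of 0.00732 and 0.0523. The 42 genes still called at equal depth argue against depth as their explanation. The 39 still called after the correction argue against a trend on GC content or length for those genes. For the genes that lost their call these explanations stay open. The number of genes also depended on single samples.

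In 67NR cells, 5 lists passed camera. The mean log2 fold change was 0.50 for ATF4 target genes (29 of 33 above 0), -0.43 for G2/M genes (39 of 40 below 0), -0.33 for interferon-stimulated genes (21 of 27 below 0), -0.76 for S-phase genes (39 of 40 below 0) and 0.45 for SREBP target genes (29 of 31 above 0). For each of these all 4 CIX samples were on one side of the 4 vehicle samples (exact permutation p = 0.0286, the smallest that 4 against 4 allow, 0.0524 adjusted over the lists by Benjamini-Hochberg). As many lists were past the threshold in 11 of the 35 splits of the samples. Some of these keep 3 of the 4 CIX samples together, and others have as many CIX as vehicle samples on each side. Camera thus also passes as many lists without a CIX difference. The number of lists by itself neither shows nor excludes an effect of CIX. The directions in 67NR cells were computed with TMM scaling only.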

How the results depend on the processing

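No test described here was chosen only after the result was seen. No paired analysis was run, because the groups compared share no replicate numbers. The label numbers run through the 4 groups in the same order each time, so that consecutive numbers could be blocks. Neither the labels nor the paper's text name blocks of cultures, so that variation shared between cultures of different groups was modelled only by the surrogate variable. The samples of 4T1 cells with consecutive label numbers tend to go together on principal components 2 and 3, which those of 67NR cells do not, and as no block is stated for them the 1082 genes come from a model without it. For the changes in numbers below, the cause was not tested.

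The number of genes called in 4T1 cells, 1082 with 57.4% higher after CIX, was within 1.5 times of this value with edgeR's quasi-likelihood test (1028), DESeq2's size factors (1082), no scaling beyond library size (1037, 49.0% higher), no filter (1081), the filter over all 16 samples (1002) and the stricter filter (890). It was also within it with limma on log2(TPM + 1) (1011) and on log2(TPM + 0.1) (985), but the share of called genes that were higher was then 45.6% and 45.7%. The Wald test of DESeq2 called 3096 genes (1632 higher, 1464 lower), a common fit of all 16 samples 2688 (1405 and 1283), sample quality weights 2524 (1395 and 1129), 1 surrogate variable 1652 (956 and 696) and the threshold of 0.05 called 4982 (2559 and 2423). The treat test against a fold change of 1.5 called 83 (40 higher, 43 lower). The fits that each left out a sample called from 268 to 972 genes, from 157 to 571 of them higher and from 111 to 401 lower. Of the 1082 genes, 995 were also called by edgeR, 1081 by DESeq2 and 1079 in the common fit.

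In 67NR cells, 45 genes became 1041 with DESeq2, 71 with a surrogate variable and 2054 at the threshold of 0.05, and were 46 with edgeR, 45 with DESeq2's size factors and 34 without filter. The fits that left out a sample called from 0 to 75 genes, and those that called 0 had from 3240 to 3397 genes with an unadjusted p under 0.05. The 993 genes whose response differed between the cell lines became 1981 with DESeq2 and 3700 at the threshold of 0.05, and from 654 to 1048 with a sample left out. Between the untreated cell lines, 4424 genes became 7459 at the threshold of 0.05, 5742 with DESeq2 and 4306 with edgeR, and from 3501 to 4375 with a sample left out.

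Of the gene lists, 5 in 4T1 and 5 in 67NR cells passed camera with the fixed correlation, and 0 in each with the correlation estimated from the data, where 2 lists in each had an unadjusted p under 0.05. DESeq2's size factors gave 5 lists in 4T1 cells, and the fits without a sample gave from 4 to 7. The share of Table A1 genes that fell was 46.0% with TMM, with DESeq2's size factors, without scaling and in each fit that left out a sample (it was not recomputed on log2(TPM)), which shows little, because these genes were selected in the paper for their change in these samples.

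No gene named in 4T1 cells reversed its direction. Of 768 values of 68 genes under the other settings, 644 stayed on the same side of the threshold, 13 became weaker and 111 stronger. Of 536 values with a sample left out, 437 stayed, 90 became weaker and 9 stronger. Of 54 values of 18 genes in the interaction, 51 stayed and 3 became weaker, and of 288 with a sample left out 235 stayed, 52 became weaker and 1 reversed. Among the values counted here the direction reversed only for Pla2g4a, which was past the threshold nowhere. Outside them, the sign also changed in some fits with a sample left out for Irf3, Stat6, Uba7, Crcp, Polr2e and Adgrl1 in 67NR cells, for Ifit1 in the interaction and for Tyk2 and Ccn2 between the untreated cell lines. In 67NR cells its log2 fold change was 0.28 with limma-voom and -0.081 with edgeR (adjusted p = 0.934) and -0.075 with DESeq2. With a sample left out in turn, its difference in response between the cell lines ranged from -0.22 to 0.62 and that between the untreated cell lines from -0.56 to 0.30. Without 67NR vehicle sample 13, its difference in response between the cell lines went from 0.32 to -0.22 (limma-voom adjusted p = 0.732) and its difference between the untreated cell lines from -0.27 to 0.30 (adjusted p = 0.457). Depth limits what can be said on Tlr9 and the type I interferon genes, whose counts in 4T1 cells are at most 28 and 5.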

Differences from the paper's values

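No test described here was chosen only after the result was seen. The paper's number of genes differentially expressed in CIX treated 4T1 cells is 2887, and 1082 were called here. Among the 22 alternatives set before the data were examined, the Wald test of DESeq2 (3096 genes), a common limma-voom fit of all 16 samples (2688) and sample quality weights (2524) came within 1.5 times of the paper's number. The others did not, with edgeR's quasi-likelihood test at 1028, DESeq2's size factors at 1082, no filter at 1081, no scaling at 1037, the filter over all samples at 1002, the stricter filter at 890, 1 surrogate variable at 1652, the threshold of 0.05 at 4982, treat at 83, limma on log2(TPM + 1) at 1011 and on log2(TPM + 0.1) at 985. The fits that left out a sample gave between 268 and 972.

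The paper states that Myd88, Stat2 and Stat6 were significantly less expressed after CIX. Their limma-voom adjusted p-values here were 0.00392, 0.00456 and 0.00134, above the threshold of 0.001. Myd88 was called with DESeq2 (9.92e-05), the common fit (2.21e-04) and sample quality weights (3.49e-04), and in the fit without 4T1 CIX sample 4. Stat2 was called with DESeq2 (3.45e-05) and the common fit (3.07e-04). Stat6 was called with DESeq2, the common fit, sample quality weights, the surrogate variable (8.59e-04), no scaling (8.10e-04) and limma on log2(TPM + 1) and log2(TPM + 0.1). The threshold of 0.05 calls all of them. Tlr9, which the paper also states as significantly lower, was under the filter and was called only without it (limma-voom adjusted p = 9.35e-04). The paper's statement on Stat2 and Stat6 also rests on RT-qPCR, and the paper lists RT-qPCR primers for Tlr9 and Rel. Those measurements were not analysed here.

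The paper draws its network from genes regulated by CIX, and 25 of the 55 tested genes of Figure 3 were called here. DESeq2 called 53 of them, the common fit 52, sample quality weights 41, the surrogate variable 39, limma on either log2(TPM) scale 29, no scaling 28, edgeR 26, DESeq2's size factors 26 and the threshold of 0.05 all 55. It was 25 of 48 with the filter over all samples, 23 of 56 without filter, 21 of 37 with the stricter filter, 7 with treat and from 12 to 23 in the fits that left out a sample. Rel, Tyk2 and Traf6 were among those not called. Rel was called with DESeq2 and the common fit (the stricter filter left it untested), Tyk2 with DESeq2, the common fit and sample quality weights, and Traf6 with none of these. The threshold of 0.05 calls all of them. Rps27a is drawn as downregulated and had a log2 fold change of 1.04 here, and the 54 other tested genes of Figure 3 moved in the direction drawn.

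The paper states for the processes of Table 1 that many of their genes were downregulated. It names no share, so that the values here do not contradict it. Over all tested genes of Table A1 the share that fell was 46.0%. It was above 50% for the interferon terms, for splicing (52.2% and 53.2%), mRNA processing (57.75%) and the regulation of autophagy (55.3%). It was below 50% for the terms of the cell cycle, such as 29.7% in the G2/M transition, and it was 0% in cytoplasmic translation.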

Other observations

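The tests on mislabelled samples, on the genes raised in a 67NR culture, on the genes that fell furthest in 4T1 cells, on interferon-stimulated genes split by their mean level, and on the relation to the untreated cell lines were chosen only after the result was seen.

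Of the 35 splits of the 4T1 samples into 4 and 4, only the real one, 1 split, called as many genes as CIX against vehicle. The other 34 called 0 genes, with between 37 and 1854 genes at an unadjusted p under 0.05. With all samples thinned to the smallest total, 1079 genes were called, 1042 of them among the 1082. After removal of each sample's trend on GC content and length 1160 were called, with 914 shared. The thinning moved the log2 fold changes by a median of 0.0129 and the correction by 0.0808. Spearman's rho of the log2 fold change with GC content was 0.15 over the tested genes. The shared genes argue against depth, and against a trend on GC content or length, as their explanation. For the genes that lost their call these explanations stay open. All 8 samples were nearer the mean of their own group when left out. A share of Table A1 genes as far from an even division was given by 25 of the 35 splits. Some of these splits have as many CIX as vehicle samples on each side, so that such a share also arises without a CIX difference. Others keep 3 of the 4 CIX samples together and still hold part of the difference for which the paper selected these genes. The number of splits therefore decides nothing on the share.

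In 4T1 cells 5 of 11 gene lists passed camera, and 15 of the 35 splits brought as many lists past the threshold. Splits that keep 3 of the 4 CIX samples together hold part of the CIX difference. Splits with as many CIX as vehicle samples on each side hold none of it. Some of these also reached as many lists, such as 1 with 6 lists and 0 genes called. Camera with the fixed correlation thus passes as many lists without a CIX difference. The number of lists by itself neither shows nor excludes an effect of CIX. The mean log2 fold change was -2.02 over 41 interferon-stimulated genes, below 0 in all 41, and 0.70 over 40 G2/M genes, above 0 in all 40. For both the 4 CIX samples were on one side of the 4 vehicle samples (exact permutation p = 0.0286, adjusted over the lists by Benjamini-Hochberg 0.0786). The groups were not fully apart in the other lists that passed camera. These were ATF4 target genes (mean 0.51, exact permutation p = 0.0857), mesenchymal genes (0.32, 0.0857) and SREBP target genes (-0.34, 0.229). The groups were apart in NRF2 and PPAR target genes (exact permutation p = 0.0286), which did not pass camera.

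Interferon-stimulated genes fell more in 4T1 than in 67NR cells, with a mean difference of -1.65 in log2 fold change over 42 genes, below 0 in 41 of them (exact permutation p = 0.0282, 0.103 adjusted over the lists, so that it does not pass the correction). Their low level in 67NR cells could leave little room to fall. Over the 17 genes with a mean TPM of 5 or more in the 67NR samples the difference was -1.40, and over the 18 genes with 5 or more in every untreated 67NR sample it was -1.36. Over the 30 genes with less than 5% of their 31-base words in another gene it was -1.56, and after correction for GC content and length -1.63. The difference remained among genes with more expression in 67NR cells and among genes with few shared words. The correction for GC content and length hardly moved it, from -1.65 to -1.63. That the difference remained argues against a trend on GC content or length as its explanation. The permutations regroup CIX and vehicle within each cell line, so that they test for no response in either line and not for equal responses. The mean log2 fold change of the list was below 0 in both lines (-2.02 in 4T1 and -0.33 in 67NR cells). The permutation p therefore cannot decide whether the responses differ, and a biological difference between the cell lines is only a hypothesis.

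Untreated 4T1 and 67NR cells differed in 4424 of 11058 genes (2258 higher and 2166 lower in 4T1 cells, limma-voom), and 1 of the 35 splits of the 8 vehicle samples, the real one, gave as many. The other splits called 0 genes, with between 15 and 1528 at an unadjusted p under 0.05. All 8 CIX samples were nearer the untreated mean of their own cell line. Ptgs2, which encodes COX-2, was higher in untreated 4T1 than in 67NR cells by a log2 difference of 2.44 (limma-voom adjusted p = 4.88e-07). With CIX it had a log2 fold change of 0.64 in 4T1 (adjusted p = 0.00485) and of 1.57 in 67NR cells (0.00475). Pla2g4a had a log2 fold change of 0.61 in 4T1 (0.131) and 0.28 in 67NR cells (0.726).

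In 67NR vehicle sample 13, 193 of 11584 tested genes were above all other 67NR samples by the margin used, whereas each other 67NR sample had between 2 and 7 such genes. Of these genes 182 were tested in 4T1 cells, and 145 of them (79.7%) had their highest 4T1 level in the same sample, 4T1 vehicle 11, at a median of 1.17 on the log2 scale above the other 3 vehicle samples. A component shared between these 2 cultures is a candidate explanation, and what it is was not tested. RNA of 4T1 cells did not account for it (0.175% of the 4T1 level). Reads shared with other genes could contribute, since 39.4% of the genes had 5% or more of their 31-base words in another gene, against 24.5% of control genes. Pseudogenes made up 19.7% of them, against 6.34% of the tested 67NR genes. Of those tested in 4T1 cells 2 (1.10%) were called between CIX and vehicle, against 9.26% of all tested genes.

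Of the 5 genes that fell furthest in 4T1 cells, 5 had 5% or more of their 31-base words in another gene, against 1 of the 5 that rose furthest. Gm13988, Gm11331 and Cd209c each share words with Olfr1372-ps1, so that they may reflect fewer independent changes than genes. Among the genes called in the interaction, Gm21962 had the most negative difference, -6.49, with 93.1% of its words shared.

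The response to CIX in 4T1 cells ran against the difference between the untreated cell lines. With separate vehicle samples of 4T1 cells for each of the comparisons, Spearman's rho over 10766 genes was between -0.364 and -0.283 in 6 divisions of the vehicle samples, where genes are not independent replicates. The highest value, -0.283, shows that shared vehicle samples do not account for it. RNA of 67NR cells in the CIX samples was tested with 86 genes read in 67NR cells and nearly absent from untreated 4T1 cells, whose median count was at most 1 in each 4T1 CIX sample. Of 979 called genes, 814 moved towards the untreated 67NR level, but this number uses the same vehicle samples in both comparisons. The limits of both tests were set with their values already known. GC content, depth and other technical explanations were not tested for this relation, so that it cannot be told apart from them.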
